A study of Caenorhabditis elegans with 8 samples. Its data were reported in "Sleep-active neuron specification and sleep induction require FLP-11 neuropeptides to systemically induce sleep" (2016).

How the data were processed

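Total RNA of L4 larvae, described by the study as sleeping, was profiled in 4 samples of aptf-1(gk794) and 4 samples of the wild type N2. Per the labels, worms were grown at 21.5 °C on agar plates with bacteria, 200 animals were picked one by one for each sample, and 200 ng of RNA was amplified by in vitro transcription and labelled with Cy3. Groups and replicate numbers were taken from the sample labels. Each sample was hybridized to 1 array of a 4-array Agilent slide.

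The authors deposited the scanner output of each array. Its values are spot intensities on a linear scale, made with Agilent Feature Extraction 10.7.3.1 per the file headers. The processed intensity had the background subtracted and spatial trends removed for each spot, but was not scaled between arrays. The authors also deposited a table of processed intensities for all 8 arrays. Set against the scanner values, its columns had the same rank order on each array (Spearman correlation 1) and nearly equal percentiles, which is the result of quantile normalization on a linear scale. That table was used only as an alternative. The study refers to an earlier paper for its array analysis and states its threshold of a 1.5-fold change, which was taken over here.

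Of 45220 spots per array, 43803 were not controls. Control spots and spots with an outlier flag (18 to 62 per array) were left out. The log2 of the processed intensity was averaged over the spots of a probe, which mattered for 50 probes with 5 spots. The 75th percentile of each array was then subtracted. A probe was tested where it was well above background on all 4 arrays of at least 1 genotype. Such a filter keeps a probe that is dim in the other genotype, and a fold change of such a probe depends on values near background. A probe that was not well above background on any array of a group is given only a bound. The files show signal over background and not counts, so the precision rests on the spread between arrays.

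Probes were named through a table of NCBI genes for the assembly WBcel235, by locus tag or RefSeq accession. 34268 of the 43603 probes (78.6%) matched 19795 genes, and the other probes keep the name in the file. The array was designed on an older build, so no coordinates are given. The table was used only for names, chromosomes, which genes lie next to each other and which start within 1 Mb of aptf-1. For a gene with several probes, the mean of its tested probes was taken, and a gene was counted as called where at least 1 of its probes was called.

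Each probe was fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided), with genotype as the only term. p was adjusted by Benjamini-Hochberg over all 32007 probes. The threshold was an adjusted p under 0.05 with a fold change of at least 1.5. aptf-1 and the mean of flp-11 were tested by an exact permutation test over 70 assignments. Gene families were tested with camera on gene-level values, with fry as a check, in families of at least 5 measured genes. They were defined by gene symbol, most by prefix, so a family can hold genes without the function it is named for. Differences are mutant minus N2 on the log2 scale. The genes to be named were set before the data were examined: the 14 genes of the study list, up to 5 called genes with the largest change in each direction whose groups did not overlap, called genes within 1 Mb of aptf-1, and at most 3 members of a family past its threshold. Genes named outside this rule are said to be so where they appear.

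The procedure was tested on simulated data. Values for 31866 probes were drawn from the measured means and spreads, and 200 probes were changed. Of these, 86.0% were recovered, 93.3% of those changed by at least 2 on the log2 scale and 71.2% of those changed by 1.2. 9 unchanged probes were called, and 0 probes were called in data without any change. Of 10 families, the 1 that had been shifted, by 0.5 on the log2 scale, was called. Each probe was drawn independently. The simulation therefore cannot show how often probes or families are called wrongly where probes vary together.

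The alternatives were quantile normalization, median scaling, normexp background correction, the values the authors deposited, no filter, a filter on all 8 arrays, the slide as a block, the slide with a linear position term, a replicate block, other thresholds and tests, and leaving out each array in turn. normexp (offset 50) was run on the median spot signal and median local background, where the mean spot signal had been planned, because the files hold no mean spot signal. Its values were then quantile normalized, so the quantile, normexp and deposited alternatives share that step. Fits with components of the residuals as covariates were added after the data had been seen. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 read the files and drew the plots.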

Results

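Gene expression was measured in whole hermaphrodite Caenorhabditis elegans larvae, which the study describes as sleeping L4 larvae. Sleep in these larvae falls in the time before a molt, when the old cuticle is replaced. aptf-1 encodes an AP2 family transcription factor whose role in sleep the study examined, and gk794 is a deletion allele of it. N2 is the wild-type strain. The study also reports that aptf-1 mutants lacked detectable immobility, so the groups may differ in sleep behavior as well as in genotype. There were 4 samples of aptf-1(gk794) and 4 samples of N2, each made from about 200 animals, and each sample was hybridized to 1 single-color Agilent array. Each array carried 43603 different probes besides its control spots. Between 72.2% and 79.7% of the spots were well above background, and 0 spots were saturated. The 75th percentile of the processed signal ranged from 316 on the array labelled N2 replicate 1 to 839 on the array labelled aptf-1(gk794) replicate 3. The number of arrays, 4 per genotype, limits the precision of all values below.

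The 8 arrays lay on 2 slides of 4, and each slide held 2 arrays of each genotype. Within a slide, N2 always lay at positions 1 and 2, and the mutant always lay at positions 3 and 4. Slide was therefore balanced over genotype, but position on the slide was not. The first principal component of the normalized values held 35.9% of the variance, and it set the arrays labelled aptf-1(gk794) replicates 2 and 4 apart from the other 6. Both of these lay at position 4. The second component held 28.8% of the variance and spread the arrays of both genotypes. The median Pearson correlation was 0.979 among mutant arrays, 0.988 among N2 arrays and 0.977 between genotypes, computed across probes. No probe differed between the slides at an adjusted p under 0.05 in limma, and 1060 probes did so at an unadjusted p under 0.05.

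**Figure D1:**
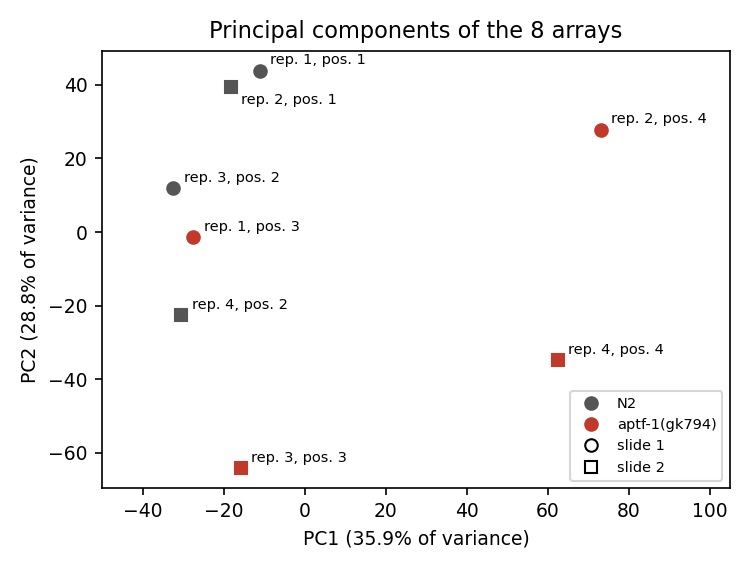
Principal components of the normalized log2 values, with PC1 (35.9% of the variance) on the x axis and PC2 (28.8%) on the y axis; color marks the genotype, shape marks the slide, and each point is 1 array with its replicate number and slide position. The 2 arrays at position 4 lie to the right of the other 6.

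The transcript of the deleted gene was looked at first, because it checks the labels. The array carries 1 probe for aptf-1 (K06A1.1), and it was dim. It was well above background on 4 of 4 N2 arrays and on 2 of 4 mutant arrays, those labelled replicates 1 and 3. Relative to the 75th percentile of each array, the log2 signal was -5.33 ± 0.18 (SD, n = 4) in N2 and -6.15 ± 1.37 (SD, n = 4) in the mutant. The difference was -0.82, and a two-sided exact permutation test over the 70 assignments of the 8 arrays gave p = 0.314. The adjusted p of the probe in limma was 0.576. The array labelled aptf-1(gk794) replicate 3 had the highest aptf-1 signal of all 8 arrays, at -4.29. The other mutant arrays had -5.96, -7.22 and -7.13, below every N2 array. The aptf-1 probe thus went against the label of 1 array, so directions drawn below rest on the labels and not on this probe. Whether the probe lies inside the deleted sequence was not analysed here. Leaving out the array labelled aptf-1(gk794) replicate 3 changed the difference to -1.44, with an exact permutation p of 0.0286, the smallest that test can give, and leaving out any other array kept it between -0.90 and -0.46. With the slide and a linear position term in the fit, the difference changed direction to 1.32, and with normexp the aptf-1 transcript differed by -0.11.

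The study asked which genes depend on aptf-1. Of the 43603 probes, 32007 were well above background on all 4 arrays of at least 1 genotype and were tested. At an adjusted p under 0.05 and a fold change of at least 1.5, 19 probes passed. Of these, 15 were lower and 4 were higher in the arrays labelled aptf-1(gk794). They belonged to 13 genes or unnamed targets, 9 of them lower and 4 higher. Without regard to multiple testing, 3702 probes (11.6%) had an unadjusted p under 0.05, where 5% would be expected with no difference, and 187 had one under 0.001. Another split of the 8 arrays into 4 and 4 gave 179 at that limit. The median log2 difference of all tested probes was -0.03. With the slide as a block 21 probes passed, 12 lower and 9 higher, and 14 of them were among the 19. Leaving out 1 array at a time lowered the count to between 4 and 10, and adding the slide and a linear position term left 0 probes. The position term shares most of its variation with genotype, so this count cannot tell a position effect from lost precision. Only 4 of the 19 probes passed in all 8 fits that left out 1 array, 3 of flp-11 and that of NP120042.

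**Figure D2:**
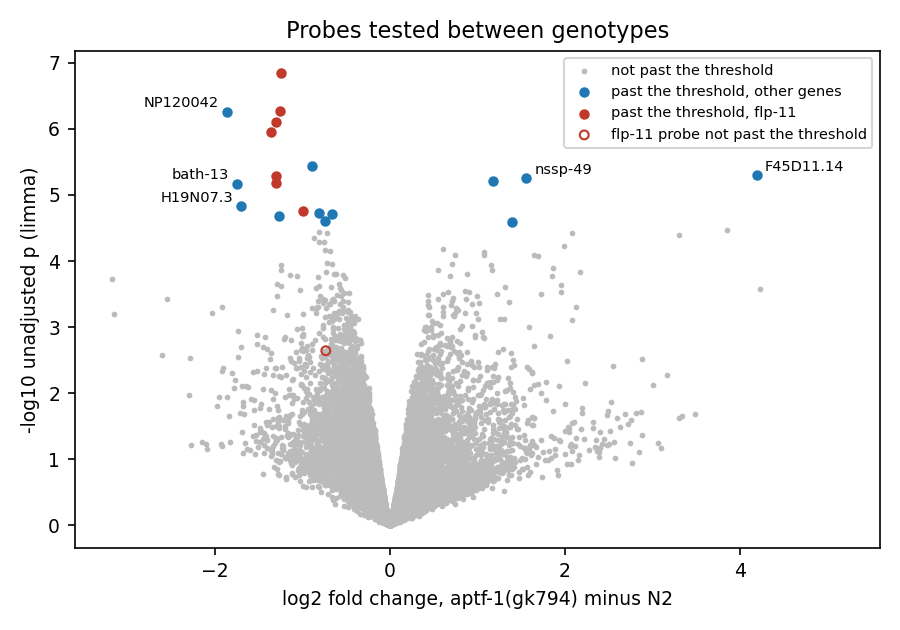
Each point is 1 of the 32007 probes tested, with the log2 fold change of aptf-1(gk794) minus N2 on the x axis and the -log10 of the unadjusted limma p on the y axis. Of the 19 probes past the threshold, 7 belong to flp-11; the mutant signal of the NP120042 probe was not well above background, so its place on the x axis is not a measured fold change.

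flp-11 encodes FMRFamide-like neuropeptides. All 8 of its probes (K02G10.4) passed the filter, and 7 of them passed the threshold. The mean over the 8 probes was 0.50 ± 0.07 (SD, n = 4) in N2 and -0.68 ± 0.03 (SD, n = 4) in the mutant. The log2 difference was -1.18 with an SE of 0.07, which left 44.1% of the N2 signal. Its adjusted p among all genes was 0.00277 in limma. The two-sided exact permutation p was 0.0286, the smallest that 4 against 4 arrays can give. The array labelled aptf-1(gk794) replicate 3 lay with the other mutant arrays, at -0.69. The difference was -1.22 on the first slide and -1.14 on the second. Single probes ranged from -1.36 to -0.73. The least changed probe kept 60.3% of the N2 signal and did not pass, with an adjusted p of 0.227 in limma. Among the alternatives tried, the difference moved most, to -1.34, when the median of the probes replaced their mean.

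**Figure D3:**
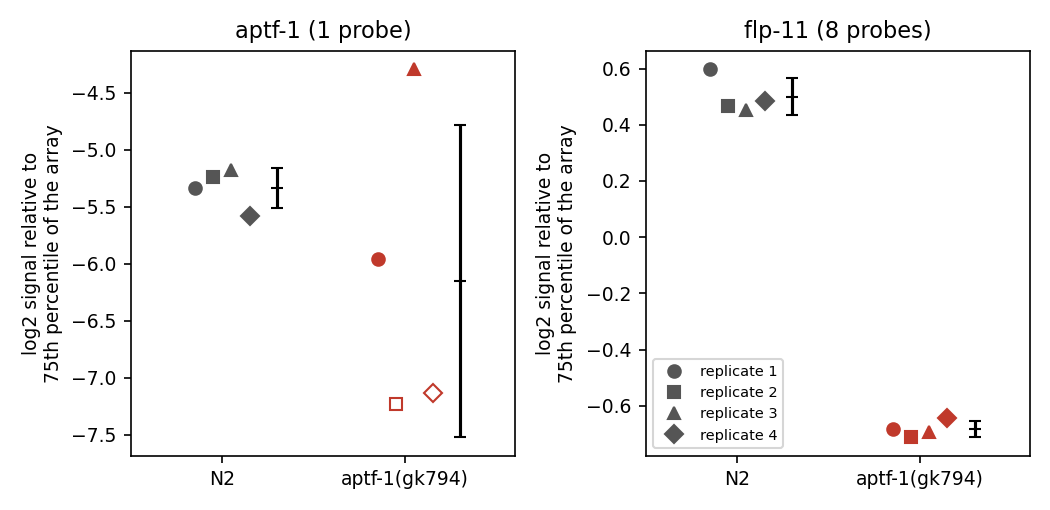
log2 signal relative to the 75th percentile of the array for aptf-1 (left) and flp-11 (right), with 1 point per array, the replicate number as the shape and open symbols where the aptf-1 probe was not well above background; bars are the mean ± SD of 4 arrays. For flp-11 the mutant arrays lie near -0.68 and the N2 arrays near 0.50, while for aptf-1 the mutant array labelled replicate 3 lies highest of all 8.

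A list of 14 genes named in the study was fixed before the data were examined, and the mean of the probes of each gene was tested. 12 of the 14 could be tested, since the probes of sto-3 and frpr-3 did not pass the filter. Adjusted over the list alone, 2 genes passed, flp-11 and H19N07.3. Adjusted over all 18313 genes and unnamed targets tested, the same 2 passed. The study chose these genes partly on these samples, so the first count is not independent evidence. H19N07.3, called nhj-1 in the reference table, had 1 probe and a log2 difference of -1.70 (SE 0.18), from 0.51 ± 0.31 (SD, n = 4) in N2 to -1.18 ± 0.24 (SD, n = 4) in the mutant. Its adjusted p among all genes was 0.0423 in limma, and it rose above 0.05 in each of the 8 fits that left out 1 array. With tagged proteins, the study reported that aptf-1 did not regulate H19N07.3 levels and that it controlled C10C6.7 in the neuron RIS. Those results concern protein, and the values here are RNA of whole larvae. aptf-1 had a gene-level adjusted p over the list alone of 0.313. Among the other 9 genes, C10C6.7, lim-6, unc-25, unc-47, npr-4, npr-22, flp-1, flp-10 and flp-20, the log2 difference ranged from -0.23 in C10C6.7 to 0.27 in npr-4, and none passed. unc-25, which makes the transmitter GABA, differed by 0.16 (SE 0.07) with an adjusted p over the list alone of 0.198 in limma, and all 4 mutant arrays lay above the 4 N2 arrays. The probes of lim-6 and those of npr-22 disagreed in sign.

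Among the called probes with the largest changes, the F45D11.14 probe had a log2 signal of -5.36 ± 0.86 (SD, n = 4) in N2 and -1.17 ± 0.26 (SD, n = 4) in the mutant. The difference was 4.19 (SE 0.39) with an adjusted p of 0.0180 in limma, and for the F45D11.14 probe it was 2.15 with normexp. This probe was well above background on 3 of 4 N2 arrays. nssp-49 (F13E9.15) was higher by 1.56 (SE 0.15), D1086.5 by 1.40 (SE 0.16) and the probe named EC001520 in the files, matched to no gene in the reference table, by 1.18 (SE 0.11). With normexp the EC001520 probe was higher by 0.56 and no longer passed. On the lower side, bath-13 (F40B1.1) changed by -1.74 (SE 0.17) and rnh-1.3 by -1.27 (SE 0.14). The probe for the target NP120042 was well above background on all 4 N2 arrays and on 0 of 4 mutant arrays. Set against a floor, it was 1.72-fold lower in the mutant, and its measured values gave an adjusted p of 0.00582 in limma. This bound sets the N2 mean against the mean, per mutant array, of the higher of the lowest signal among probes well above background and the signal of the probe itself. It rests on the lowest such signal of each array, so it is not a strict minimum. With normexp the NP120042 probe differed by -0.16 and no longer passed (adjusted p = 0.391 in limma). Apart from NP120042, each of these genes had an adjusted p above 0.05 in at least 5 of the 8 fits that left out 1 array. D1086.5 passed in none of those fits, where its adjusted p reached 0.187, nor with the slide as a block, nor with quantile normalization, median scaling, normexp or the deposited values.

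**Figure D4:**
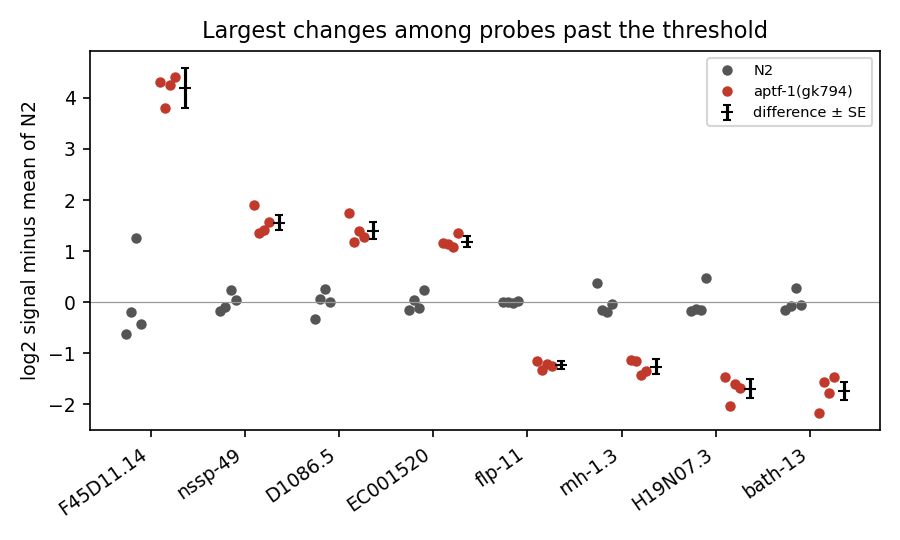
Log2 signal of 8 called probes, each relative to its N2 mean, with 1 point per array (grey N2, red aptf-1(gk794)) and the difference ± SE of the limma fit in black. In each of the 8, as the rule for naming them required, the 4 mutant arrays lie on 1 side of the 4 N2 arrays.

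Where a called gene had another probe, the probes agreed in direction. The second bath-13 probe was lower by a log2 difference of -1.14 with an adjusted p of 0.0988 in limma. The second probe of EC001520 differed by 0.65. The 4 genes that follow lie outside the rule for naming genes and were named after their values were seen. The second probe of C06C3.11 differed by -0.56 where the called one differed by -0.88. The remaining called genes were each lower in the mutant and had 1 probe: R03D7.2 (-0.80), Y57G11C.40 (-0.74) and zig-2 (-0.66).

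10 gene families, defined by gene symbol and fixed before the data were examined, were tested for a joint shift. With camera at a preset correlation of 0.01, 6 of the 10 passed an adjusted p under 0.05. With fry, 0 of the 10 passed, and with a correlation estimated from the data 0 passed. By unadjusted p, fry gave 2 families under 0.05, the chemoreceptors (0.0273) and the heat shock proteins (0.0282), in this limma test of 4 against 4 arrays. The median of chemoreceptors (186 genes) was the farthest from 0, with a median log2 difference of -0.37 and a camera adjusted p of 2.21e-05, and normexp reduced it to -0.085. 74.2% of them were lower in the mutant, and without 1 array each the median ranged from -0.44 to -0.23. The median of sperm genes (81) was -0.17, and without 1 array each it ranged from -0.21 to -0.096. It shrank to -0.059 with quantile normalization, to -0.057 with the deposited values and to -0.043 with normexp. With normexp the family no longer passed (adjusted p = 0.0684 in camera). Each of these alternatives includes quantile normalization, so they are not separate checks. Heat shock proteins (21) had a median of -0.16, and did not pass with quantile normalization (adjusted p = 0.0579 in camera) or the deposited values (adjusted p = 0.0610 in camera). With the slide and a linear position term, the chemoreceptor median changed direction to 0.15 and that of the heat shock proteins to 0.00034, and only the FMRFamide-like peptides (median 0.30) and the neuropeptide-like proteins (median 0.24) passed. FMRFamide-like peptides (28) had a median of 0.07, neuropeptide-like proteins (70) one of 0.06 and molting cycle genes (83) one of 0.19. Without the array labelled aptf-1(gk794) replicate 1, the median of the neuropeptide-like proteins was -0.015 and that of the FMRFamide-like peptides 0.015, and neither passed. Without N2 replicate 3, neither the FMRFamide-like peptides nor the heat shock proteins passed, and without aptf-1(gk794) replicate 4 the heat shock proteins did not pass. The median of the molting cycle genes ranged from 0.048 without N2 replicate 1 to 0.31 without aptf-1(gk794) replicate 2, and the family did not pass without aptf-1(gk794) replicate 3 or N2 replicate 2. Thus flp-11 fell while the median of its family lay slightly above 0. Within the neuropeptide-like proteins the smallest p was that of nlp-25, which was higher by 2.08 (SE 0.26) with an adjusted p among all genes just above the threshold in limma. It passed in 6 of its 20 alternatives. In the other families past the camera threshold except the FMRFamide-like peptides, the members with the smallest p did not pass: nas-32 among the molting cycle genes (0.45), spe-40 among the sperm genes (-0.31), hsp-6 among the heat shock proteins (-0.29) and srz-39, lower, among the chemoreceptors. Insulin-like peptides, GABA genes, cuticle collagens and F-box and BATH genes did not pass with camera. Of these, F-box and BATH genes passed in 6 alternatives, such as quantile normalization (adjusted p = 0.0366) and the fit without N2 replicate 4 (adjusted p = 0.0108), and cuticle collagens in 4, such as the fit without aptf-1(gk794) replicate 4 (adjusted p = 0.0181). In the cuticle collagens the median was -0.13 and the mean 0.06, so they differed in sign. The median turned positive with quantile normalization, normexp and the deposited values, all of which include quantile normalization.

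aptf-1 lies on chromosome II, and sequence near a deletion can stay linked to it through crosses. Of the 11 called genes with a known chromosome, 4 lay on II (36.4%), against 17.2% of 14924 genes tested. The odds ratio was 2.76, and Fisher's exact test, two-sided, gave p = 0.105. Without a filter on dim probes the odds ratio was 7.21 (exact p = 0.0388), with the slide as a block it was 3.62 (exact p = 0.0220), and without 1 array each it ranged from 0 to 2.41. The chromosome II share gave an odds ratio of 1.38 with normexp (exact p = 0.658), 1.33 for probes well above background on all 8 arrays (exact p = 0.719) and 1.03 for the longer list at an unadjusted p under 0.001 (exact p = 0.895). Within 1 Mb of aptf-1 there were 0 called genes of 421 tested.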

Values the study reported

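The study reported that flp-11 was strongly downregulated in aptf-1 mutants. It collected 4 biological samples for each genotype, with approximately 200 sleeping L4 larvae in each, and used a fold change threshold of 1.5.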

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

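The tests on equally bright probes in this part were set before their results were seen, and the genes they concern were picked out by the check for single arrays.

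In 48 groups of 4 arrays, for array measures and named genes, the gap of the highest or lowest array to the next one was set against the range of the group. 3 groups lay above Dixon's 95% critical value, and chance alone would give about 2.4. The 3 flags fell on 3 different arrays.

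H19N07.3 was highest on the array labelled N2 replicate 4, at 0.98 against 0.33, 0.38 and 0.35 on the other N2 arrays, a gap of 0.918 of the range. If that array were brighter for all probes of like signal, they would deviate the same way. Their median deviation was -0.016, against 0.63 for H19N07.3, so such a shift is argued against. Without this array the log2 difference between the genotypes was -1.54, and its adjusted p in limma was 0.0755, where 0.0423 had been found with it and the 20 alternatives ranged from 0.0147 to 0.805. A difference in the animals of this sample stays open and was not tested, as does chance.

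unc-47 was highest among the mutant arrays on the one labelled aptf-1(gk794) replicate 1, with a gap of 0.891 of the range, at -3.36, while the lowest of the others lay at -3.62. Equally bright probes had a median deviation of 0.11 on this array, against 0.26 for unc-47. A shift of the whole array could thus account for part of the gap, and the array and the gene cannot be told apart, because the shift lies between the limits set for either answer. unc-47 passed no threshold with or without this array. No biological explanation was tested.

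The probe for NP120042 was highest among the mutant arrays on the one labelled aptf-1(gk794) replicate 3, with a gap of 0.836 of the range. It was not well above background on any of the 4 mutant arrays, so the order of these values carries no level. Probes as dim as this one had a median deviation of 0.24 on that array, against 0.37 for the NP120042 probe, which is consistent with a shift shared by very dim probes there. Those were 36 probes. The same array held the highest aptf-1 signal.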

How the results depend on the processing

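The fits with residual components were added after the data had been seen; the other alternatives were set before.

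flp-11 kept its direction in all 20 alternatives, from -1.34 to -1.04. Its exact permutation p lay at the smallest possible value wherever that test was used, so it cannot show a weaker effect, and the fits with a block or covariate used the unadjusted p of limma instead. By the adjusted p among all probes, which over 19 alternatives ranged from 0.00136 to 0.901 for its probe with the smallest p, flp-11 had no called probe in the fits with slide and position, with the replicate block and with treat. The 19 called probes kept their direction in every alternative that tested them. Their count moved by less than 1.5 times with another normalization or background correction, where 17 to 19 probes passed, 18 of them shared with the 19 for quantile normalization and 12 for normexp. The median shift of all probes between scalings stayed at or below 0.013 in size.

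Without a filter on dim probes, 12 probes of 7 genes passed, all of them among the 19. This fit tests 43603 probes. Array quality weights gave 37 probes of 30 genes, and testing against a 1.5-fold change with treat gave 0 probes of 0 genes, although 197 had an unadjusted p under 0.05. With the slide and a linear position term, 0 probes of 0 genes passed at the adjusted threshold in limma, with 1747 at an unadjusted p under 0.05. That term shares most of its variation with genotype. With the replicate number as a block, 0 probes of 0 genes passed, with 3855 at an unadjusted p under 0.05. The numbers were not taken to pair the arrays, since the correlation of deviations between same-numbered arrays was not positive for each number: it was -0.168, 0.241, 0.146 and 0.181. The block left flp-11 at -1.18. Without 1 array each, 4 to 10 probes of 2 to 7 genes passed. Fewer arrays were fitted there; the fits without aptf-1(gk794) replicate 4, N2 replicate 1 or N2 replicate 2 gave 4.

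The first residual component as a covariate gave 33 probes of 27 genes, 17 probes lower and 16 higher. The first 2 gave 803 probes of 528 genes, 193 probes lower and 610 higher. Most probes were thus higher with 2 components, where most had been lower in the main fit (15 lower and 4 higher). In 3 of the 35 splits of the arrays, each with its own 2 components, at least as many probes passed, up to 1348, so the rise may come from fitting the components to the same data.

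aptf-1 reversed to 1.32 with slide and position. Without 1 array each it ranged from -1.44 to -0.46. Slide and position left 2 families past the threshold, fry 0 and an estimated correlation 0, and without 1 array each 4 to 7 passed. The list of study genes gave 2, or 3 without aptf-1(gk794) replicate 3 or N2 replicate 4. The odds ratio for chromosome II was 7.21 without a filter (exact p = 0.0388) and 3.62 with the slide as a block (exact p = 0.0220). It ranged from 0 to 2.41 without 1 array each, where as few as 1 called gene had a known chromosome. It had no value in the fits with 0 calls. The cause of these changes was not tested.

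Single genes that had passed no threshold changed sign, and so did families, of which the heat shock proteins, chemoreceptors and neuropeptide-like proteins had passed with camera. The cause was not tested. With slide and position these were lim-6 (-0.011), npr-4 (-0.21), npr-22 (-0.063), flp-10 (0.0064), flp-20 (0.027), spe-40 (0.065), and the medians of insulin-like peptides (0.11), heat shock proteins (0.00034) and chemoreceptors (0.15). With normexp they were lim-6 (-0.0034), npr-22 (-0.010) and the cuticle collagens (0.015), which also reversed with quantile normalization (0.0051) and the deposited values (0.0046). All of these alternatives include quantile normalization. Without a filter they were lim-6 (-0.17) and npr-4 (-0.15), and with the brightest probe lim-6 (-0.024) and the GABA genes (0.0018). Without 1 array each, values crossed 0 for lim-6 (-0.020 to 0.085), npr-22 (-0.038 to 0.14), flp-20 (-0.13 to 0.079), neuropeptide-like proteins (-0.015 to 0.16), insulin-like peptides (-0.071 to 0.0019) and GABA genes (-0.096 to 0.044).

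Signal over background limits dim probes, such as those of aptf-1, NP120042, F45D11.14 and EC001520. With normexp, which keeps values near background close together, the difference was -0.11 for the aptf-1 transcript, 2.15 for the F45D11.14 probe and 0.56 for the EC001520 probe, which no longer passed (adjusted p = 0.0566). For the NP120042 probe it was -0.16 with an adjusted p of 0.391. Over the alternatives the adjusted p ranged from 0.0121 to 0.901 for EC001520 and from 0.00547 to 0.901 for NP120042.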

Other observations

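The tests on label swaps, gene counts in other splits, array brightness, genotype and position for the cDNA-named probes, linkage, neighbours and the linear trend of flp-11 were chosen after the result was seen; the other tests were set before.

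The 8 arrays can be split into 4 and 4 in 35 ways. For the count of probes past the threshold, 1 of the 35 splits, the real one, gave 19, and the highest of the others gave 1. For genes, too, only the real split of the 35 gave as many. This argues against chance for these counts, at the smallest share that 35 splits can give. Such a share does not tell genotype from position on the slide, which go together here. At an unadjusted p under 0.001 the margin was narrow, as the real split gave 187 probes and the others up to 179. For the study list, 1 of 35 splits also gave as many, but the list was chosen partly on these arrays in their real groups, so this says nothing about chance. For the 6 families past the camera threshold, 5 of 35 splits gave as many, with up to 7 families, so chance cannot be excluded there. The split that follows the slides gave 0 probes.

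Genotype and position on the slide go together in this design. Across probes, the step from one position to the next within a genotype was correlated with the difference between the genotypes (Pearson r = 0.463 over 31866 probes, and 0.287 over 25942 probes matched to a gene). Probes are not independent replicates. Both measures come from the same 8 arrays, and a wider spread at position 4 alone could give such a correlation, so it decides nothing. Position and genotype cannot be told apart for the called probes as a set, since no position holds both genotypes. For flp-11, a linear trend over positions is argued against as the whole cause: with slide and position in the fit, the difference was -1.13, where it had been -1.18. An effect of position that is not linear stays open.

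The aptf-1 probe was brightest on the array labelled aptf-1(gk794) replicate 3. On 65 genes that separated the other 7 arrays by genotype, this array had a median place of 0.930, with 0 at the N2 mean and 1 at the mean of the other mutant arrays, and 59 of the 65 lay nearer the mutant. A sample of N2 under a mutant label is therefore argued against. The SD of the probe over the mutant arrays, 1.37, lay at the 98.0th percentile of 1838 probes of like brightness, which is more than the usual spread of such dim probes. Gene-matched probes as dim as aptf-1 were lower on the mutant arrays at position 4 than on those at position 3 by a median of -0.21, while aptf-1 differed by -2.05. Such a shift could be part of the pattern but cannot be told apart from it here. A fault of the single spot, or transcript that differs between the samples, stays open and was not tested.

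Probes named in the files after cDNA clones and matched to no gene in the reference table (2795 probes, 8.77% of the 31866 tested probes with a value on each array) were brighter on the 2 arrays at position 4. Relative to the mean of each probe, their median was 0.82 and 0.35 on the arrays labelled aptf-1(gk794) replicates 2 and 4, and -0.34 and -0.39 on replicates 1 and 3. On N2 replicates 1 to 4 it was 0.16, -0.056, -0.47 and -0.14. Genotype alone is argued against, as 2 mutant arrays lay below the highest N2 array. Uneven hybridization over the surface is argued against too: 64 regions of the array explained 0.408% of the variance of the shift, and the median shift of these probes was positive in each region, from 0.29 to 1.19. The level fell with the brightness of the array (Spearman rho = -0.833, exact permutation p = 0.0154; Pearson r = -0.736, exact permutation p = 0.0362, over 8 arrays). Adjusted over these 2 relations, the exact permutation p was 0.0308 for rho and 0.0362 for r. Without the 2 arrays farthest from the median brightness, N2 replicate 1 and aptf-1(gk794) replicate 2, r was -0.908 over 6 arrays. N2 replicate 1 was the dimmest array, yet its level was only 0.16. Leaving it out thus removed an exception to the trend, so the larger r is not a check of it. The fall with brightness leaves open a link to the yield or labelling of an array, which may be one source of the pattern. Position 4 stays open, since its lowest array lay 0.19 above the highest elsewhere, but with 2 arrays there, both mutant, it cannot be told apart. Only 1 of the 19 called probes was of this kind.

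For the 4 called genes on chromosome II, sequence within 1 Mb of the deletion is argued against as the source, since 0 called genes lay there. Linked sequence farther away, or other differences between the strains, stays open and was not tested.

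The median of chemoreceptors was -0.37, and -0.085 with normexp. The medians of 10000 random lists of equally bright genes lay around -0.014, and 95% of them between -0.074 and 0.042, so a shift shared by all dim genes is argued against. With slide and position in the fit the median was 0.15. Position therefore remains a candidate explanation.

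Of the 11 called genes with a known place, 5 had a next neighbour among the tested genes that moved the same way at an unadjusted p under 0.05. About 1.53 would be expected, and a one-sided permutation test over 10000 random draws gave p = 0.0112. The pairs, named after their values were seen, were bath-13 with bath-18 (-0.65), Y57G11C.40 with a gene of the same locus prefix (-0.70), F45D11.14 with F45D11.4 (1.31, well above background on 1 of 4 N2 arrays), flp-11 with tmem-135 (-0.36) and C06C3.11 with C06C3.5 (-0.24). None of these neighbours passed an adjusted p of 0.05 in limma. Shared control of neighbours is a candidate explanation, and so is cross-hybridization between similar genes, which needs probe sequences and was not tested.

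4 pud genes, named after their values were seen, were higher in the mutant and did not pass in limma: pud-4 by 3.86 and pud-3 by 3.30, both with an adjusted p among all genes just above 0.05, pud-1.1 by 2.09 (adjusted p = 0.132) and pud-2.1 by 1.96 (adjusted p = 0.0915). For each, the 4 mutant arrays lay above the 4 N2 arrays. Over the alternatives the adjusted p of pud-4 ranged from 0.0186 to 0.805 and that of pud-3 from 0.0159 to 0.805. No explanation was tested.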
